A study of Mus musculus with 12 samples.

How the data were processed

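The series measured RNA in clones of cells in the distal Fallopian tube (oviduct) of wild-type mice that carry MADM alleles. MADM (mosaic analysis with double markers) marks single cells and their descendants with fluorescent colours through recombination between chromosomes, so that each clone can be recognised and its size judged. Per the labels, 6 mice at 4 weeks of age each gave 1 library from large clones and 1 from small clones, with 200 cells pooled per library. Cells were cut out by laser microdissection, digested with proteinase K, amplified from poly(A) RNA and made into libraries with the Nextera XT kit, per the labels' protocols. The clone sizes that separate large from small were not used here.

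The authors deposited 1 table of expected counts per gene. The column names point to RSEM, which shares a read that maps to several transcripts among them in proportion to their estimated abundance, so the values need not be whole. Of all entries, 22.7% were not whole. The aligner, program versions, genome build and annotation release are not stated in the labels or the file header. The table lists 35509 genes, of which 25369 had at least 1 count after rounding. The columns of all 12 libraries could be matched to a mouse and a clone size through the labels. There was 1 row that carried a gene identifier without a symbol and held 0.133% of counts. It was kept under its identifier.

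Gene coordinates are those of the table. Of 35491 genes whose identifiers also occur in the GENCODE M21 annotation of GRCm38, 2.96% had the same chromosome and start, so the table uses another build, which it does not name. No GRCm38 coordinate is given here, and GENCODE M21 served only for transcript sequences matched by gene identifier.

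Total expected counts ran from 3057979 to 4227129 per library. A limit of 3 counts, which a count of 0 allows, corresponded to between 0.585 and 1.33 CPM (counts scaled to a common library size, in the usual unit) across libraries. Such limits cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

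Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. The filter left 10848 genes holding 97.2% of counts. CPM values of genes use the TMM-scaled library sizes. The main model had no term for mouse. Both libraries of a number come from the same mouse, per the labels, so the model with mouse as a block was the paired alternative. The correlation of the deviations of the 2 libraries of a mouse from their group means was -0.012, -0.015, -0.36, 0.26, 0.49 and 0.62 for mice 1 to 6.

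Gene lists for 11 cell types or processes, 171 genes in all, were tested with camera in limma 3.58.1 at a preset correlation of 0.01. A list score was the mean of log2(CPM + 1) over a list, with CPM from total counts. List scores, library measures, the similarity of libraries from one mouse and the spread between libraries of different mice were compared with exact permutation tests. Those of 6 against 6 libraries cannot give a two-sided p below 0.0022, and swaps within 6 mice cannot go below 0.031.

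The named genes were chosen by a rule. It took genes with an adjusted p under 0.05 whose difference had the same sign in at least 5 of 6 mice, or, where a direction had none, the 3 with the lowest p in that direction, reported as not passing. Pax8, Ovgp1, Foxj1, Mki67, Cd44 and Wnt4 were named whatever their values. The tests, lists, this rule and most alternatives were fixed before the data were examined. The alternatives were a mouse block, covariates, other normalizations and filters, DESeq2 1.42.0, limma with quality weights, unrounded counts, omission of mitochondrial genes and omission of each mouse. Those based on the share of counts on chemoreceptor genes (olfactory, vomeronasal, trace-amine and taste receptors), on protein-coding genes alone and on fry with the block were chosen after seeing the data.

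The edgeR test was tested on simulated data, with counts drawn for 10848 genes from the real means, dispersions and library sizes and 200 genes changed in each of 3 runs. At an adjusted p under 0.05 it called 0 of 150 genes changed 2-fold, 2 of 150 changed 4-fold, 5 of 150 changed 8-fold and 39 of 150 changed 16-fold, with 4 false calls in all. A list of 15 tested genes shifted 4-fold was recovered by camera, with 0 other lists called. Genes were drawn independently of each other, so this does not show how camera performs on lists of correlated genes. The exact tests and the sequence search were also tested on simulated data. Figures were drawn with matplotlib 3.10.9.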

Results

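Expression was compared between 6 libraries of large clones and 6 of small clones, 1 of each from every mouse, to ask how the expression profile of a clone relates to its size. Total expected counts averaged 3644968 ± 348455 (SD, n = 6) in large clones and 3617082 ± 473477 (SD, n = 6) in small clones. At 1 count or more, 15966 ± 2546 genes were detected in large clones and 15918 ± 1128 in small clones (SD, n = 6 each). The 50 most abundant genes held 22.0% ± 4.0 of counts in large and 22.1% ± 0.77 in small clones. Mitochondrial genes held 0.115% ± 0.131 and 0.106% ± 0.104. None of these 4 measures differed between clone sizes in two-sided exact permutation tests, with p between 0.829 and 0.978 and an adjusted p of 0.978 for each.

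The first principal component of log2 CPM held 39.9% of the variance and placed 5 libraries (large clones of mice 1, 2 and 6, small clones of mice 3 and 6) apart from the other 7. In those 5 libraries chemoreceptor genes held 7.75% to 10.9% of counts, against 0.831% to 4.10% in the 7 others. Processed pseudogenes held 10.2% to 14.8% against 2.34% to 6.58%, and ribosomal protein genes 1.83% to 9.13% against 15.2% to 20.5%. Between clone sizes, the chemoreceptor share averaged 6.06% ± 4.30 in large and 4.60% ± 3.73 in small clones (SD, n = 6 each), with a two-sided exact permutation p of 0.519 and an adjusted p of 0.649 over 3 such shares. Within the 7 libraries the difference was -0.131 percentage points (exact p of 0.886), and within the 5 it was 0.853 (exact p of 0.5). The 5 libraries allow only 10 assignments, so an exact test within them cannot give a p under 0.05.

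**Figure D1:**
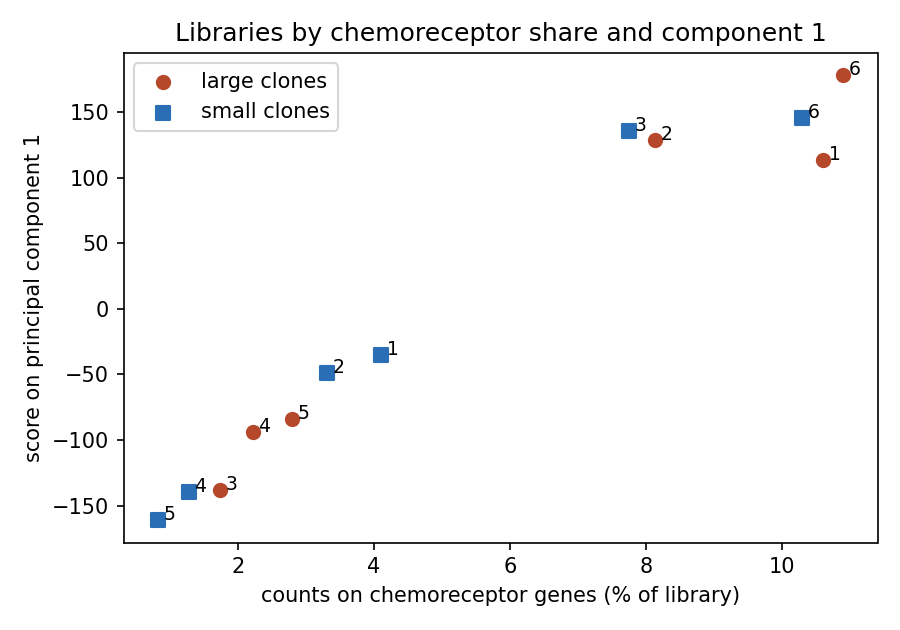
Each point is a library, with its share of counts on chemoreceptor genes in percent on the x axis and its score on principal component 1 on the y axis; numbers give the mouse, circles large clones and squares small clones. The 5 libraries between 7.75% and 10.9% lie above the 7 libraries between 0.831% and 4.10%, and both clone sizes occur on both sides.

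The 2 libraries of a mouse had a mean Spearman correlation of 0.596 over 10848 genes, against 0.509 for large and small clones of different mice. In the one-sided exact permutation test over 720 assignments of large-clone libraries to mice, p was 0.178. With Pearson correlation the mean was 0.626 and p was 0.171.

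The biological coefficient of variation between the libraries of different mice was 119% within large clones and 110% within small clones. With 1 library per mouse and clone size, it cannot separate spread between mice from spread between library preparations. Both clone sizes also hold libraries from both sides of the gap in chemoreceptor share. The difference of 8.44 percentage points was matched or exceeded in 16 of the 32 splits that swap libraries within mice (two-sided exact p of 0.5). Without mouse 4 the difference was -1.26 points. Without mouse 5 it was 13.6 points, matched in 1 of 16 splits, the real one (exact p of 0.0625, the smallest that 16 splits can give).

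No gene passed the threshold between large and small clones. Of 10848 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the lowest adjusted p was 0.9998. At an unadjusted p under 0.05 there were 275 genes, 156 higher and 119 lower in large clones, where uniform p-values would give 542.4 and simulated data with no change gave a mean of 420. Without mouse 3 this count was 492, and without mouse 4 it was 180. With mouse as a block, 0 genes passed and 202 had an unadjusted p under 0.05, of which 71 were higher and 131 lower in large clones, so the balance of directions was the reverse. The share that was higher was 56.7% without the block and 35.1% with it, and ran from 25.9% in limma with quality weights and the block to 62.2% with at least 10 counts in every library. The count at an unadjusted p under 0.05 moved most with no filter on low counts, which gave 2880 genes. The count at an adjusted p under 0.05 moved most with DESeq2 and mouse as a block, which gave 43 genes; 19 of the 32 splits within mice gave as many or more, or 11 of 24 when restricted to those that put 2 or 3 of the 5 libraries named above on each side. The biological coefficient of variation over all libraries was 115%, and 3333 of the tested genes (30.7%) had 0 counts in at least 1 library. All 6 mice had the same direction for 240 genes (2.21%), where chance gives 3.125%.

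**Figure D2:**
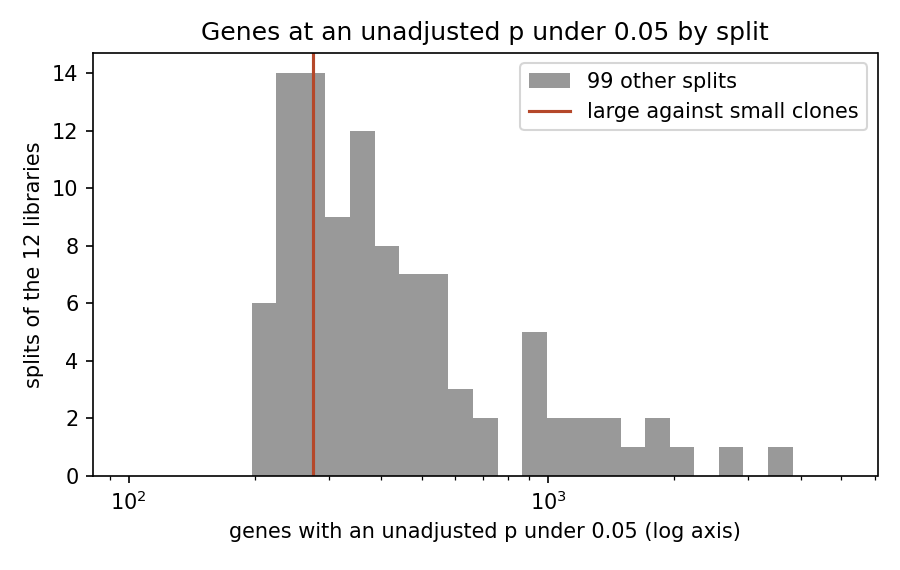
The histogram counts splits of the 12 libraries into 6 and 6 (y axis) by the number of genes with an unadjusted p under 0.05 in edgeR (x axis, log scale), and the vertical line marks large against small clones. The comparison of clone sizes gave 275 genes, and 75 of the 100 splits, the real one included, gave as many or more.

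The genes with the lowest p in each direction did not pass the adjusted threshold, with an adjusted p of 0.9998 in edgeR for each. Nme4 (ENSMUSG00000024177, chromosome 17, 26310708 to 26314576) had 109 ± 65.3 CPM in large and 5.93 ± 4.31 CPM in small clones (SD, n = 6 each), a log2 fold change of 4.18 (SE 0.94), and was higher in large clones in 6 of 6 mice. Mgme1 (ENSMUSG00000027424, chromosome 2, 144112583 to 144123147) had 21.7 ± 19.1 and 1.15 ± 1.37 CPM and a log2 fold change of 4.19 (SE 1.07). Vmn1r80 (ENSMUSG00000115744, chromosome 7, 11923213 to 11937240), itself a chemoreceptor gene whose reads can be shared with related genes, had 118 ± 211 and 6.10 ± 3.73 CPM, a log2 fold change of 4.26 (SE 1.07), and 1330 of its counts in the large clones of mouse 3. Both were higher in large clones in 6 of 6 mice. Kif17 (ENSMUSG00000028758, chromosome 4, 137977746 to 138029278) was lower in large clones, at 2.15 ± 1.82 against 35.8 ± 40.2 CPM, a log2 fold change of -4.04 (SE 1.03). Fcgbp (ENSMUSG00000047730, chromosome 7, 27770661 to 27820287) had 14.2 ± 9.70 against 110 ± 148 CPM and a log2 fold change of -2.94 (SE 0.83). Sdr39u1 (ENSMUSG00000022223, chromosome 14, 56134740 to 56137750) had 0.664 ± 1.05 against 19.8 ± 28.9 CPM and a log2 fold change of -4.76 (SE 1.39), with 0 counts in the large clones of mice 3, 4, 5 and 6. These 3 genes were lower in large clones in 6 of 6 mice by CPM. For Kif17 the counts of large and small clones were 6 and 6.01 in mouse 1, and 19.79 and 20.01 in mouse 5. Its direction in these mice therefore rests on the scaling of library sizes. Single mice weighed on some of these log2 fold changes. Without mouse 3, whose small clones held 1647 of the counts of Fcgbp, that of Fcgbp was -1.81 and that of Vmn1r80 was 2.51, and that of Fcgbp was -1.22 in the 7 libraries with the lower chemoreceptor share and -4.57 in the 5 others. Without mouse 4 that of Mgme1 was 3.45 and that of Kif17 was -3.36. Without mouse 5, whose small clones held 270 of the counts of Sdr39u1, that of Sdr39u1 was -3.26, and the filter left Mgme1 and Kif17 untested. That of Sdr39u1 was -5.78 without mouse 1 and -5.42 without mouse 2.

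The genes fixed in advance did not pass either, with an adjusted p of 0.9998 in edgeR for each. Ovgp1 (ENSMUSG00000074340, chromosome 3, 105881027 to 105894739), which encodes oviductal glycoprotein, had 1378 ± 1337 CPM in large and 2999 ± 2956 CPM in small clones (SD, n = 6 each) and a log2 fold change of -1.12 (SE 0.83), lower in 4 of 6 mice. Pax8 (ENSMUSG00000026976, chromosome 2, 24310572 to 24365611), a secretory-cell marker, had 20.7 ± 18.2 and 18.8 ± 19.5 CPM. Foxj1 (ENSMUSG00000034227, chromosome 11, 116221530 to 116226225), a ciliated-cell marker, had 3.51 ± 3.09 and 8.43 ± 10.8 CPM. The proliferation gene Mki67 (ENSMUSG00000031004, chromosome 7, 135291513 to 135318090) had 22.9 ± 16.3 and 19.1 ± 9.32 CPM. Cd44 (ENSMUSG00000005087, chromosome 2, 102641486 to 102732010) had 40.7 ± 38.2 and 15.1 ± 13.7 CPM and a log2 fold change of 1.43 (SE 0.98), higher in 4 of 6 mice. Wnt4 (ENSMUSG00000036856, chromosome 4, 137004800 to 137027037) had 770 ± 251 and 736 ± 250.3 CPM. The log2 fold changes of Pax8, Foxj1, Mki67 and Wnt4 were 0.14, -1.27, 0.26 and 0.06, with SE of 1.18, 1.15, 0.72 and 0.44. Without mouse 3 that of Ovgp1 was -1.93. That of Foxj1 was -1.94 without mouse 3, -0.82 without mouse 4 and -0.46 with mouse as a block, and without mouse 4 that of Cd44 was 0.89. That of Pax8 was -0.07 without mouse 3, -0.29 without mouse 5 and 0.51 without mouse 2. That of Mki67 was -0.11 without mouse 1 and 0.56 without mouse 6. That of Wnt4 was -0.12, -0.06 and -0.02 without mouse 2, 4 and 5, and 0.28 without mouse 3.

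**Figure D3:**
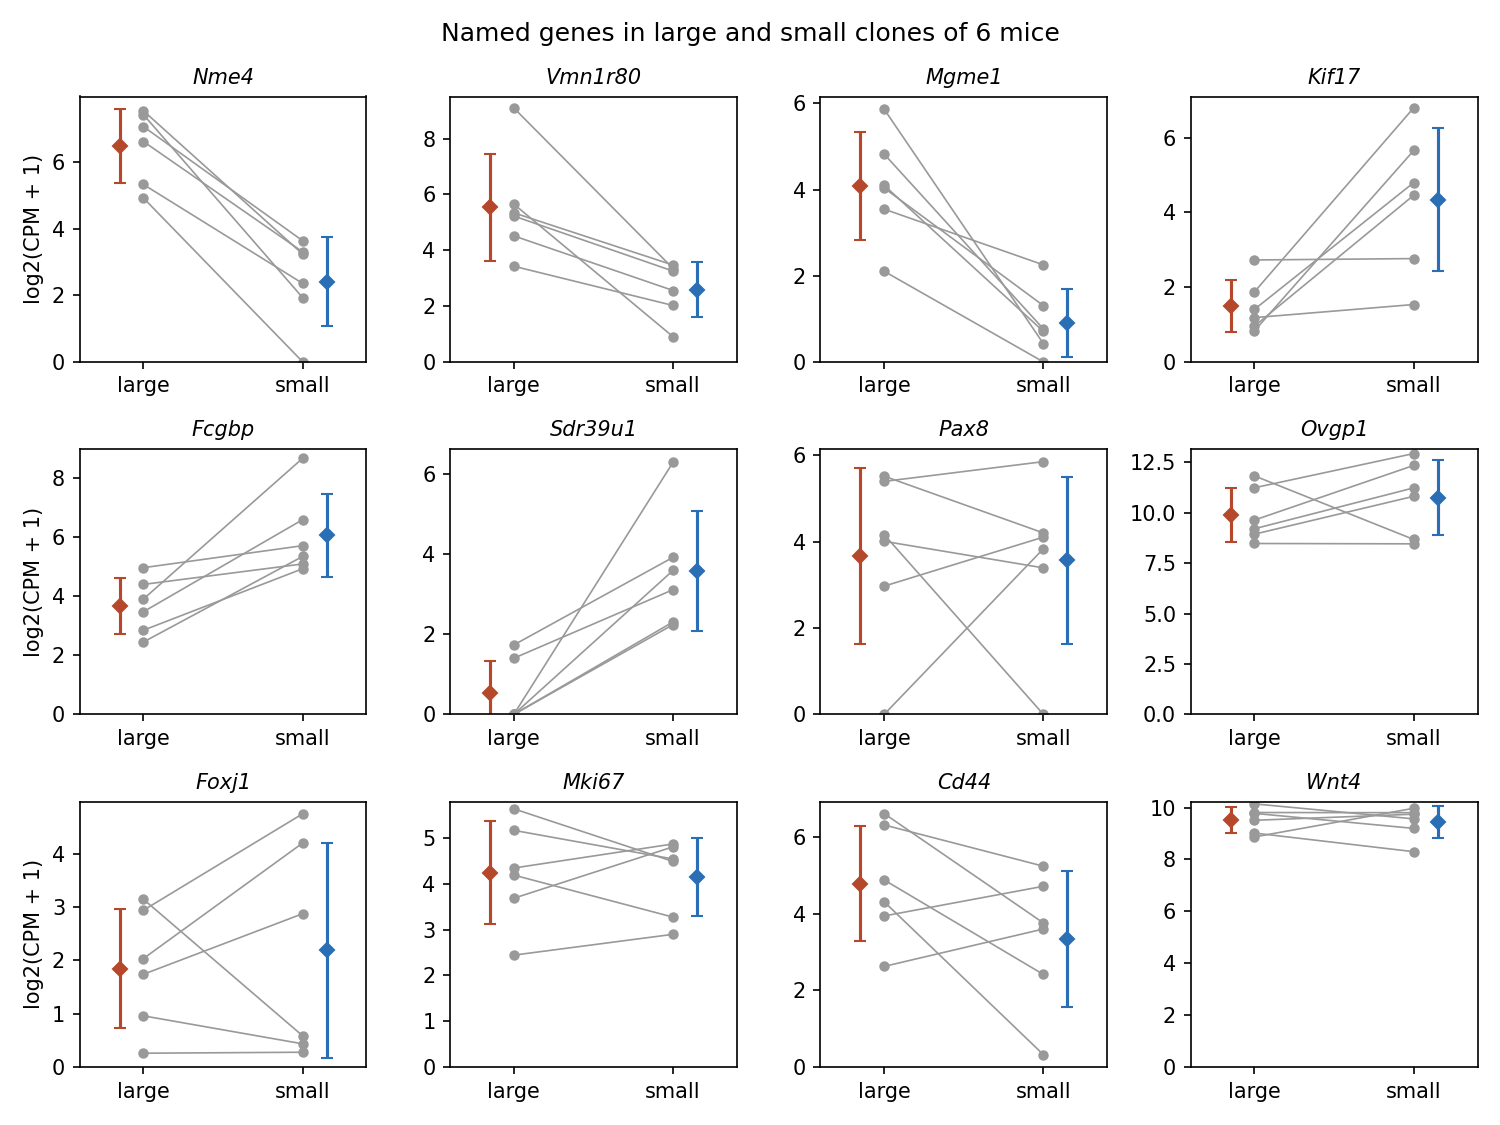
Each panel shows 1 gene, with log2(CPM + 1) on the y axis; grey lines join the large-clone and small-clone libraries of a mouse, and diamonds with bars give the mean and SD of each clone size (n = 6), with the part of a bar under 0 not drawn. In the first 6 panels all 6 mice share a direction, and in the other 6 they do not. For Kif17 the direction of mice 1 and 5 rests on the scaling of library sizes.

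Of the 171 list genes, 102 were tested; 4 had an unadjusted p under 0.05, and 0 passed adjusted over the list alone or over all genes tested. No list passed in camera. The secretory cell list had a mean log2 fold change of -0.46 over 8 genes (p of 0.051, adjusted p of 0.388 in limma), with 5 genes lower in large clones. The ciliated cell list had a mean of -0.31 over 33 genes, 26 of them lower (p of 0.093, adjusted p of 0.388 in limma). Without mouse 3 both lists passed in camera, at means of -0.96 and -0.67 with an adjusted p of 0.0298 each in limma. That fit leaves the higher chemoreceptor share in the large clones of mice 1, 2 and 6 but only the small clones of mouse 6. It had no term for the share, so it cannot separate the share from clone size. With all 6 mice and the share as a covariate the means were -0.29 and 0.26. Without mouse 4 the ciliated cell mean was 0.10. The means of the other lists were 0.09 for cell cycle, 0.27 for progenitor, 0.03 for Wnt target, 0.87 for fibroblast, -0.33 for smooth muscle, 0.27 for immune cell, 0.73 for endothelial cell, 0.83 for red blood cell and -0.75 for early stress response. Their adjusted p in limma lay between 0.388 and 0.836. Few genes were tested in some of these lists: 3 for red blood cell, 4 for smooth muscle, 4 for early stress response, 5 for Wnt target and 6 for endothelial cell. For immune cell, camera gave the direction opposite to the mean, lower in large clones, with 4 of 6 tested genes lower. Several of these means depended on single mice. Without mouse 4 the mean was 0.10 for red blood cell, 0.36 for fibroblast, -0.03 for endothelial cell and -0.007 for Wnt target. Without mouse 5 it was 1.41 for red blood cell, -0.54 for smooth muscle, -0.63 for ciliated cell, -0.09 for immune cell, 0.29 for cell cycle and -0.04 for Wnt target. Without mouse 6 it was -0.15 for early stress response, 0.54 for red blood cell, 0.18 for cell cycle and 0.001 for Wnt target. Without mouse 3 it was -0.18 for progenitor, 0.25 for cell cycle and 0.13 for Wnt target. Without mouse 1 it was 0.07 for immune cell, 0.01 for cell cycle and -0.20 for Wnt target, and without mouse 2 it was -0.04 for both cell cycle and Wnt target. With all 6 mice, fry and camera with an estimated correlation also called 0 lists, with lowest adjusted p of 0.819 and 0.857 in limma.

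List scores gave each library a value. The largest difference was that of the secretory cell list, 5.24 ± 0.77 in large and 5.95 ± 1.04 in small clones (SD, n = 6 each), lower in large clones in 5 of 6 mice. Its two-sided exact permutation p was 0.201, and the adjusted p over 11 lists was 0.91. Among the 7 libraries with the lower chemoreceptor share the difference was -0.79 (exact p of 0.057). Among the 5 others it was -0.02 (exact p of 0.9), where 10 assignments cannot give a p under 0.05. The exact permutation p of the other 10 lists lay between 0.262 and 0.957. The score differences of progenitor (-0.12) and Wnt target (-0.11) had the opposite sign to their mean log2 fold changes. Those of the other lists had the same sign, but the sizes could differ. For early stress response the score difference was -0.08 over 14 genes, against a mean log2 fold change of -0.75 over 4 tested genes. For endothelial cell it was 0.08 over 10 genes, against 0.73 over 6. That of secretory cell was the larger of its 2 values, -0.71 against -0.46.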

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

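Each library measure, list score and named gene was searched for a library standing apart from the other 5 of its clone size. The test of a single gene was chosen after a first test of it had been seen, and both values are given. Of 60 groups searched, 1 stood out, where chance gives about 3.

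The 50 most abundant genes held 23.5% of counts in the small clones of mouse 5, against 21.4% to 22.1% in the other small-clone libraries. The gap to the nearest library was 0.6456 of the range, above the limit of 0.625 for 6 values. A single gene does not account for it: the most abundant gene, Rpsa, held 2.94% of counts in this library, and the most abundant gene held more in 3 of the other small-clone libraries. Leaving out each library's most abundant gene brought the gap to 0.295, but it also widened the range from 2.11 to 3.75 percentage points. With chemoreceptor genes and processed pseudogenes left out, the gap was 0.09775 of a range of 4.60 points. This library had the lowest chemoreceptor share, 0.831%, so its low share of such counts may be the source. With 1 library and a number of such cases that chance gives, no biological explanation was tested.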

How the results depend on the processing

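The count of genes with an adjusted p under 0.05 was 0 in 24 of 26 alternatives, 5 of which were chosen after seeing the data. DESeq2 gave 5 genes without a block (4 higher and 1 lower in large clones) and 43 with the replicate block (14 higher, 29 lower), with 4 genes in both. Of 50 splits, 38 gave at least 5 genes in DESeq2, with a median of 7, and 19 of 32 splits within mice gave at least 43 with the block, with a median of 59.5. Splits that put the 5 libraries with the higher chemoreceptor share mostly on one side raised these counts. The real split has 3 of the 5 with the large clones. Among splits with 2 or 3 of the 5 on each side, a restriction chosen after the counts were seen, 26 of 37 gave at least 5 genes, with a median of 6, and 11 of 24 gave at least 43 with the block, with a median of 38. Among the other splits 12 of 13 and 8 of 8 did. The cause of the difference between DESeq2 and edgeR was not tested. In edgeR, all 100 of 100 splits and all 32 of 32 splits within mice gave at least 0 genes, which is fixed by the count itself; 4 of the 100 splits gave any gene, and the one with the most, 1337, put all 5 libraries with the higher chemoreceptor share on one side. At an unadjusted p under 0.05, 75 of 100 splits gave at least 275 genes and 15 of 32 gave at least the 202 genes of the replicate block. Among splits with 2 or 3 of the 5 on each side these were 46 of 71 and 7 of 24, and among the others 29 of 29 and 8 of 8. That number ranged from 127 with at least 10 counts in every library to 2880 with no filter, and from 180 without mouse 4 to 492 without mouse 3. The replicate block in edgeR gave 0 genes and changed no call of a list, a list score or a library measure.

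The power of the test limits these counts of 0. The simulation used the real library sizes and dispersions together, so it does not separate depth from spread between libraries. In simulated data 26% of genes changed 16-fold were called, and 3.33% of genes changed 8-fold.

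The 3 genes with the lowest p in each direction kept their direction in all alternatives in which they were tested. They passed only in DESeq2, with 9 such values. Without the block, the adjusted p of those passing in DESeq2 ran from 0.00106 (Nme4) to 0.0152 (Kif17). With the block it ran from 3.4e-07 (Nme4) to 0.042 (Fcgbp). The splits above counted passing genes and did not record how low the p of any gene was. Whether other splits give a gene as strong as Nme4 was therefore not tested. Their log2 fold changes in the 7 libraries with the lower chemoreceptor share and in the other 5 were 4.38 and 3.66 for Nme4, 4.02 and 4.66 for Mgme1, 5.35 and 1.69 for Vmn1r80, -3.27 and -5.27 for Kif17, and -1.22 and -4.57 for Fcgbp. That of Sdr39u1 was -2.55 in the 5; in the 7 it was -9.28, which is no bound, since all large clones there had 0 counts. These differences between sets of libraries were not tested. Vmn1r80 (4.26) was 3.09 with the replicate block, and Kif17 (-4.04) and Fcgbp (-2.94) were -2.82 and -1.85 in limma with quality weights. Cd44 also kept its direction, from 0.89 without mouse 4 to 2.56 with the chemoreceptor share as a covariate and the block. For Pax8 (0.14), the log2 fold change was -0.73 with the replicate block and detected genes as a covariate, -0.025 with that covariate alone, -0.26 in the 7 libraries, 1.37 in the 5, 1.47 with the chemoreceptor share as a covariate and the block, and -0.29 to 0.51 across the fits without 1 mouse each. Mki67 (0.26) was -0.035 in limma with quality weights and the replicate block, -0.60 in the 7 libraries, 0.79 in the 5, and -0.11 to 0.56 without 1 mouse. Wnt4 (0.06) was -0.032 with the chemoreceptor share as a covariate, -0.052 with the replicate block added, -0.11 in the 7 libraries, -0.12 in the other 5, and -0.12 to 0.28 without 1 mouse. Foxj1 (-1.27) was 0.13 with the chemoreceptor share as a covariate, 0.27 with the block added, -0.46 with the block alone, and -1.94 to -0.82 without 1 mouse. Ovgp1 (-1.12) was -0.33 with the chemoreceptor share as a covariate, -0.19 with the block added, -1.03 in the 7 libraries, 0.45 in the 5, and -1.93 to -0.81 without 1 mouse. None of these reversed values passed the adjusted threshold in edgeR or limma, and the cause was not tested.

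The number of lists passing in camera ranged from 0 to 2 across the 6 fits without 1 mouse each, the 2 being those without mouse 3. Across these fits the mean log2 fold change ranged from -0.67 to 0.10 for ciliated cell, -0.038 to 0.29 for cell cycle, -0.18 to 0.40 for progenitor, -0.20 to 0.13 for Wnt target, -0.087 to 0.35 for immune cell and -0.027 to 0.80 for endothelial cell. With the chemoreceptor share as a covariate it was 0.26 for ciliated cell, -0.17 for cell cycle, -0.18 for Wnt target and 0.41 for smooth muscle, and it moved to -1.45 for early stress response, -0.29 for secretory cell, 0.11 for progenitor and 0.001 for immune cell. With the replicate block it was -0.27 for progenitor and -0.33 for immune cell, under camera and fry alike. The block also moved early stress response from -0.75 to -1.71, secretory cell from -0.46 to -0.92, ciliated cell from -0.31 to -0.52, fibroblast from 0.87 to 0.44, endothelial cell from 0.73 to 0.11, smooth muscle from -0.33 to -0.01 and Wnt target from 0.03 to 0.09, with no list passing. Lists that kept their direction without 1 mouse each ranged from 0.10 without mouse 4 to 1.41 without mouse 5 for red blood cell, from 0.36 without mouse 4 to 1.30 without mouse 3 for fibroblast, from -1.08 without mouse 3 to -0.15 without mouse 6 for early stress response, from -0.54 without mouse 5 to -0.32 without mouse 2 for smooth muscle, and from -0.96 without mouse 3 to -0.34 without mouse 1 for secretory cell. The list score difference was 0.35 for smooth muscle at a pseudocount of 0.1, and in the 7 libraries -0.38 for cell cycle and -0.21 for endothelial cell. In the other 5 it changed sign to 0.17 for ciliated cell, 0.37 for progenitor, 0.74 for smooth muscle and 0.14 for early stress response. The remaining lists kept their sign there. The difference in detected genes, 48, was -16.8 at 5 counts. At 1 count it was -1336.75 in the 7 libraries (exact permutation p of 0.371) and 1204.5 in the other 5 (exact permutation p of 0.6). The difference in the share of the 50 most abundant genes, -0.042 percentage points, was 2.60 in the 7 (exact permutation p of 0.257) and -2.45 in the 5 (exact permutation p of 0.2). The spread between libraries of different mice differed by -1.26 percentage points without mouse 4 to 13.6 without mouse 5. The similarity of libraries from one mouse stayed on the same side of its threshold in both alternatives. The cause of these reversals was not tested.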

Other observations

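The tests on clone size and mouse of origin, the test of Ddx3y for Uty and Kdm5d, and the comparison of single kinds of stretch relative to genes of similar length were chosen after the result was seen.

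Clone size held 6.52% of the variance of log2(CPM + 1) over the tested genes. Of the 462 splits of the 12 libraries into 6 and 6, 308 held as much or more, and the highest held 34.3%. Of the 350 with 2 or 3 of the 5 libraries with the higher chemoreceptor share on each side, a restriction chosen after the count was seen, 196 did.

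The chemoreceptor share separated 5 libraries from 7, and neither clone size alone nor mouse alone accounts for the gap. Both sizes occur on both sides (exact permutation p of 0.519 between sizes), and mice 1, 2 and 3 each have 1 library on either side (one-sided exact permutation p of 0.272 for a smaller difference within mice). The share was higher in large clones in 5 of 6 mice (two-sided exact p of 0.375 with swaps within mice). With so few libraries these tests cannot exclude a contribution of clone size or mouse. The 10 most abundant receptor genes held at most 37.3% of a library's receptor counts, and 262 to 567 receptor genes had at least 10 counts. Receptor counts were thus not limited to 10 genes. The share of these 10 was 33.9% to 37.3% in the 5 libraries and 30.8% to 34.7% in the 7. Since these ranges overlap, this share cannot decide whether expression of a few receptors contributes to the gap. Male tissue is argued against by the Y-linked gene Ddx3y, at no more than 3.03 expected counts in any library. Priming of genomic DNA at A-rich sites of either strand, priming inside RNA at such sites, and reads of interspersed repeats cannot be told apart as sources of the gap, and all 3 stay open. The tests of them compared receptor genes by their mean level over all 12 libraries, so they say nothing of why 5 libraries differ from 7. In transcript sequences of 1540 chemoreceptor genes, those with a T-rich stretch alone (at least 15 T in 18 bases) were 1.62 higher in mean log2(CPM + 1) than those with neither stretch, and those with an A-rich stretch alone 1.54 higher (permutation p of 0.0001 each, the smallest that the permutations can give). Relative to genes of similar length these differences were 0.43 (permutation p of 0.0005) and 0.40 (permutation p of 0.0007). The 2 kinds differed by 0.077 (two-sided permutation p of 0.733), or 0.026 relative to genes of similar length (permutation p of 0.899). Genes whose transcripts held a 30-base stretch found in at least 20 genes were 2.21 higher than the others, or 0.99 relative to genes of similar length. Among genes with neither A-rich nor T-rich stretch they were 1.37 higher, or 0.76 relative to genes of similar length (permutation p of 0.0001 for each of the 4 values). Genes are not independent replicates. Genes whose expected count was not whole, as shared reads give, held 58.0% to 87.0% of all counts. Among chemoreceptor genes with at least 1 count they held 94.3% to 99.5% of counts. All counts of such a gene are included, so these values are not the share of reads that were shared.

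The Y-linked genes Uty and Kdm5d carried counts in every library from this female organ. Uty had 688 to 8637 expected counts and Kdm5d 25.6 to 693, while Ddx3y had at most 3.03 and Eif2s3y at most 5.2. Male tissue would carry Ddx3y as well, so it is argued against. The prediction that Uty and Kdm5d alone hold stretches shared with at least 20 genes was not met, since all 4 of the genes do, with 160 shared stretches in Uty, 402 in Kdm5d, 14 in Ddx3y and 2 in Eif2s3y. Reads of interspersed repeats assigned to genes whose transcripts carry a copy may still contribute, but with 4 genes this cannot be told apart from other sources of shared reads.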
